A study of Mus musculus with 36 samples. Its data were reported in "RIPK1 activation mediates neuroinflammation and disease progression in multiple sclerosis" (2021).

How the data were processed

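Cultured mouse microglia and astrocytes were treated for 4 h and their polyadenylated RNA was sequenced. Per the labels, both cell types were sorted from mixed glial cultures of newborn C57BL/6 mice, and the astrocytes came from the fraction left after the microglia had been taken out. The microglial table held 24 libraries, 4 for each of 6 treatments, and the astrocyte table held 12 libraries, 3 for each of 4 treatments. Treatments are written with the study's short names. T stands for TNF, 5z for the TAK1 inhibitor 5z-7, S for a Smac mimetic, Z for the caspase inhibitor zVAD, and N for Nec-1s, an inhibitor of the RIPK1 kinase. DMSO was the vehicle. Libraries of microglia and astrocytes were prepared and sequenced by different providers, with a strand-specific protocol in astrocytes, and the tables were normalized separately. Cell type and provider were therefore confounded, and no test compared expression levels across the tables. Sets of genes called within each table were compared by their overlap, and levels were set side by side for checks of contamination.

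The authors aligned, quantified and normalized the reads in OmicSoft Array Studio and deposited log2 values of FPKM (fragments per kilobase of exon and per 1e6 fragments), scaled to a common 75th percentile, with 1 added before the log. The 75th percentile lay between 4.73 and 4.74 in the 12 astrocyte libraries and between 4.11 and 4.16 in the 24 microglial libraries. In the microglial table, the mean of each gene over the 6 treatments in replicates 1 to 3 equalled its mean in replicate 4, with a largest difference of 6.67e-05 on the log2 scale. This adjustment of the replicate means is not described in the study's methods. It left between 187 and 1438 negative values in each library of replicates 1 to 3. In the astrocyte table, the largest such difference was 5.16.

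The deposited annotation gave Ensembl gene identifiers, symbols and exon lengths, with coordinates of the mouse build GRCm38. Compared with GENCODE M21, starts were equal for 100% of astrocyte genes and for 84.6% of microglial genes, so the microglial annotation was another release. The annotation marked 7834 of 15385 microglial genes and 8207 of 14551 astrocyte genes as confounded, a mark it did not define and which was read here as overlap with another gene. Among the genes named here, the mark was on Ripk1, Mlkl, Ccl2, Il1a, Il1b, Bhlhe40, Mir155hg, Ch25h, Cxcl10, H19, Pdgfb, Rassf3, Engase, Arrdc3, Sesn1 and Hpgd in both tables where they were listed, and on Col3a1, Ptges and Rps12l1 in the astrocyte table. Values of these genes may include reads of a neighbour.

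Total counts were not part of the tables. Depth was estimated from the steps between low values, which follow the worth of 1 read at a gene's exon length. The estimate was 39.6 to 42.3 M per astrocyte library and 21.7 to 29.5 M for the 6 microglial libraries of replicate 4. In replicates 1 to 3 of microglia the adjustment had removed the steps, so their depth is unknown. Whether the values count single reads or fragments (read pairs) was not settled, so these depths are in that unit. Whole reads were not recovered, since at the median 76.7% of the low values in astrocytes and 63.8% in replicate 4 of microglia lay near whole multiples, and no test on counts was made.

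Genes entered a test when their deposited log2 value was at least 1 in at least as many libraries of the table as the smallest group had, 4 in microglia and 3 in astrocytes. This kept 10524 of 15385 microglial genes and 13842 of 14551 astrocyte genes, and 9920 gene symbols were tested in both tables. Groups were compared by limma (version 3.58.1, R 4.3.3) with lmFit and eBayes(trend = TRUE), on the libraries of the compared groups alone, with the replicate number as a block because the study's own comparison was paired. Tests were 2-sided. A gene was counted when its fold change exceeded 1.5 and its Benjamini-Hochberg adjusted p was under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. In replicates 1 to 3 of microglia some adjusted values are negative, which that scale does not allow. The change of genes with low values may be overstated or understated there. Values after ± are SDs unless an SE is named.

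A gene was called RIPK1-dependent when it passed the threshold in stimulus against DMSO and passed it in the opposite direction in stimulus with Nec-1s against stimulus alone. A gene was called retained when it passed the threshold in stimulus against DMSO and also, in the same direction, in stimulus with Nec-1s against DMSO. Shared genes were counted with the same direction and set against the genes tested in both by Fisher's exact test (1-sided). The expected number and that test took genes in both sets whatever their direction. Genes are not independent, so that p describes the overlap only. Whether the effect of Nec-1s differed between T/5z and T/S/Z was tested as an interaction over 4 microglial groups. Because the contrasts share libraries, the counts were also computed in 20 simulations in which Nec-1s changed nothing, in which Nec-1s restored the DMSO level, or in which the stimulated groups were unchanged from DMSO.

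Gene lists of NF-kB targets (30 genes), interferon-stimulated genes (30) and cholesterol biosynthesis (24) were tested by camera with a preset correlation of 0.01 between genes, with fry and with an estimated correlation beside it, and Benjamini-Hochberg adjustment over 18 tests. Lists of microglial markers, myeloid chemokines and cytokines, astrocyte markers, oligodendrocyte lineage markers and fibroblast markers were used for checks of cell composition. The fibroblast list was written after Col3a1, H19 and Dcn had been seen. The comparisons, the thresholds, the other gene lists and the alternative settings, except those named as added later, were fixed before the data were examined. The genes named are 15 genes that the study's text names, with Ripk1, Ripk3 and Mlkl among them, up to 3 genes with the largest rise and up to 3 with the largest fall per contrast among genes past the threshold that moved alike in every replicate pair, and up to 8 genes per shared set with the largest smaller-of-both stimulus change. Any other gene named was chosen after its values were seen.

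The alternatives tried were no replicate block, all groups of a cell type fitted together, no filter on low values, a mean log2 value of at least 3, log2(FPKM + 5) in place of log2(FPKM + 1), centring each library on its median, quantile normalization, ordinary per-gene variance, an unadjusted p, a fold-change minimum of 2, a fold-change minimum in the stimulus contrast alone, the Nec-1s effect net of Nec-1s alone, fry, and leaving out each replicate in turn. The code was tested on simulated data in which 200 genes were changed by 1 or 2 on the log2 scale. It recovered 200 of them (100%) with 2 false calls among 10524 microglial genes, and 184 of them (92%) with 3 false calls among 13842 astrocyte genes. The interaction test recovered 194 of 200 with 3 false calls. Other splits of the libraries were counted for every result of a fit across genes, all 35 in microglia, all 10 in astrocytes and 100 drawn ones for shared sets. For gene lists the splits compared the difference of group means. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No library was left out.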

Results

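RNA expression was measured in cultured mouse microglia and astrocytes after 4 h of treatment, to ask which part of the response to TNF with death-inducing inhibitors required the kinase activity of RIPK1. TNF with the TAK1 inhibitor 5z-7 (T/5z) is a stimulus for RIPK1-dependent apoptosis, and TNF with a Smac mimetic and zVAD (T/S/Z) is a stimulus for necroptosis. Microglia received DMSO, Nec-1s, T/5z, T/5z with Nec-1s (T/5z/N), T/S/Z or T/S/Z with Nec-1s (T/S/Z/N), with 4 libraries per treatment. Astrocytes received the vehicle, the inhibitor or T/S/Z without and with Nec-1s, with 3 libraries per treatment. Estimated depth, in reads or fragments, was 39.6 to 42.3 M per astrocyte library and 21.7 to 29.5 M in the microglial libraries of replicate 4, and it is unknown for replicates 1 to 3 of microglia.

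The 10 most abundant genes took 16.96% to 20.001% of the summed FPKM in microglial libraries and 5.86% to 6.47% in astrocyte libraries. The first principal component carried 65.0% of the variance in microglia and 67.6% in astrocytes. Along it, the libraries treated with a stimulus and Nec-1s lay between the DMSO libraries and the libraries treated with the stimulus alone in both cell types.

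**Figure D1:**
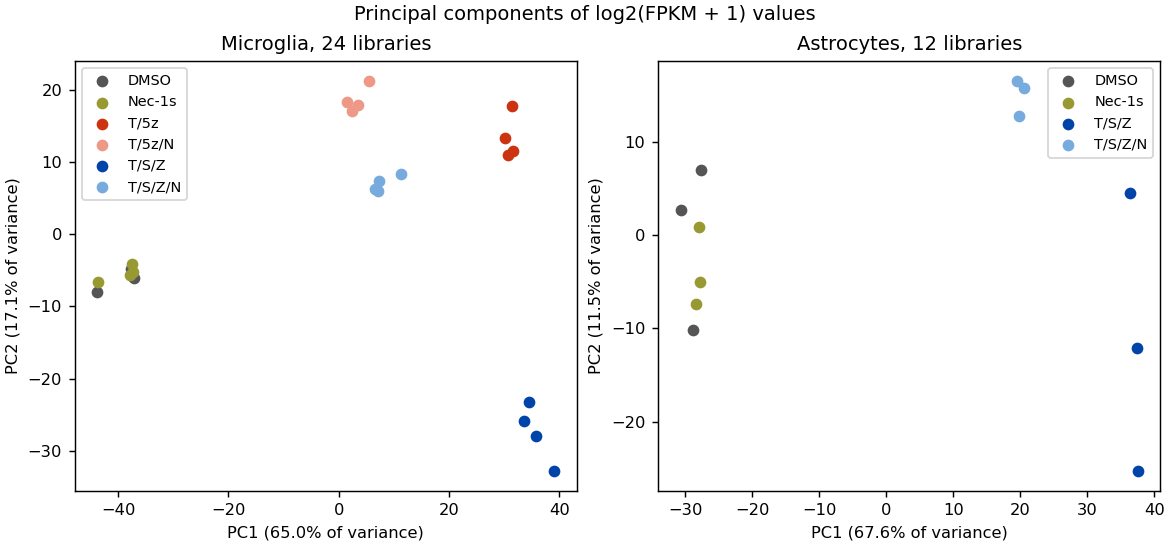
Scores of each library on the first (x axis) and second (y axis) principal component of the log2(FPKM + 1) values, coloured by treatment, with microglia on the left and astrocytes on the right. Libraries with Nec-1s and a stimulus lie between DMSO and the stimulus on the first component, which carried 65.0% and 67.6% of the variance.

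The target of Nec-1s and its partners in necroptosis were examined first. Ripk1 (ENSMUSG00000021408, chromosome 13, 34002363 to 34037147) had a log2 value of 5.20 ± 0.045 (SD, n = 4) in DMSO microglia and 4.29 ± 0.042 (n = 3) in DMSO astrocytes. Ripk3 (ENSMUSG00000022221, chromosome 14, 55784995 to 55788865) had 2.19 ± 0.12 in microglia and 2.07 ± 0.091 in astrocytes. Mlkl (ENSMUSG00000012519, chromosome 8, 111311797 to 111338177) had 3.15 ± 0.065 in microglia and 0.96 ± 0.21 in astrocytes. The tables were normalized separately, so these levels were set side by side without a test. Quantile normalization moved the microglial Ripk1 level the most relative to its spread, to 5.25. In microglia, Ripk1 fell by 0.36 (SE 0.046, limma adjusted p 0.000408, lower in 4 of 4 pairs) with T/5z and by 0.26 (SE 0.058, adjusted p 0.00434, 4 of 4) with T/S/Z, both smaller than the fold-change minimum. In astrocytes, T/S/Z raised Mlkl by 1.64 (SE 0.14, limma adjusted p 0.000147, 3 of 3 pairs), to 2.60 ± 0.11, and Ripk3 fell by 0.75 (SE 0.10, adjusted p 0.00156, 3 of 3). With ordinary per-gene variance neither of these astrocyte changes passed (adjusted p 0.0803 and 0.059), and the Ripk3 change fell short of the fold-change minimum with 5 added before the log (fell by 0.33).

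**Figure D2:**
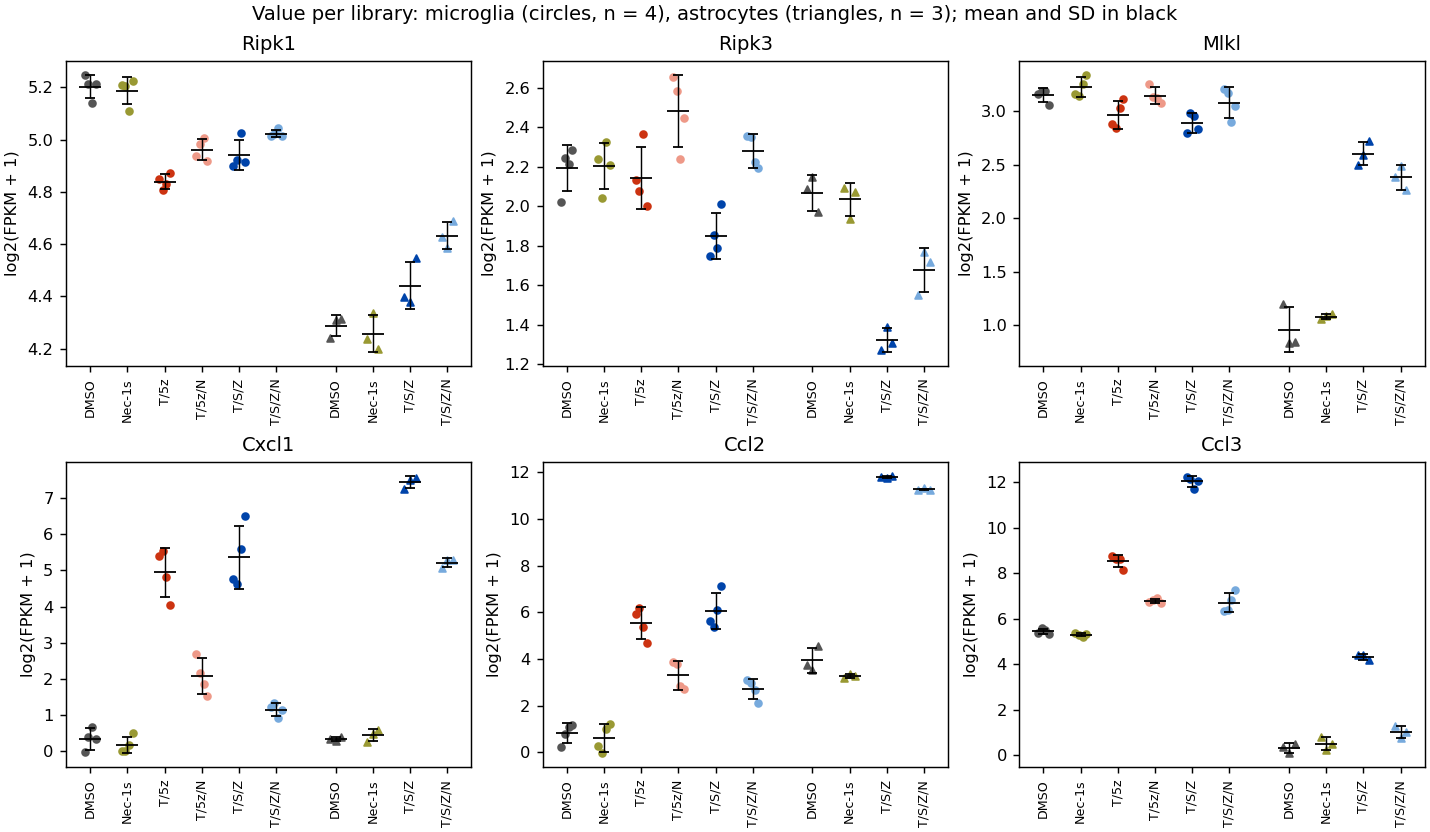
Log2(FPKM + 1) values of Ripk1, Ripk3, Mlkl, Cxcl1, Ccl2 and Ccl3 per library (y axis) by treatment (x axis), with microglia as circles and astrocytes as triangles and the mean and SD in black. Mlkl rose from 0.96 to 2.60 in astrocytes with T/S/Z, and the y axes do not start at 0.

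Nec-1s alone was compared with DMSO to ask whether the inhibitor changed unstimulated cells. In microglia, 0 of 10524 genes passed the threshold, and 892 genes had an unadjusted p under 0.05, of which 15 also had a fold change over 1.5. In astrocytes, 2 of 13842 genes passed and both were lower. They were the pseudogene Gm10297 (fell by 2.38, SE 0.19, limma adjusted p 0.0293, 3 of 3 pairs) and Rps27 (fell by 0.92, SE 0.076, adjusted p 0.0293, 3 of 3). Both have near-identical copies in the genome and are uncertain, and neither passed without the replicate block (adjusted p 0.159 and 0.23) or without replicate 2 (0.0558 for both). In astrocytes 790 genes had an unadjusted p under 0.05, of which 43 also had a fold change over 1.5.

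The stimuli were then compared with DMSO. In microglia, T/5z changed 2563 genes, 1167 higher and 1396 lower, and T/S/Z changed 3118 genes, 1280 higher and 1838 lower. A filter on a mean log2 value of at least 3 moved the T/5z count the most, to 1463. The share of higher genes with T/5z, 45.5%, was 53.6% after centring each library on its median and 51.8% with 5 added before the log. With T/S/Z it was 41.1%, and 52.7% after centring and 54.1% with 5 added. The median log2 change over all tested genes was -0.058 with T/5z and -0.085 with T/S/Z. The largest rises with T/5z were those of Acod1 (6.34, SE 0.13), Cd40 (6.03, SE 0.14) and Clec4e (6.02, SE 0.12), and the largest falls were those of Rassf3 (-3.78, SE 0.13), Rgs2 (-3.44, SE 0.12) and Engase (-3.44, SE 0.082). Limma adjusted p was 1.07e-06 or lower for each of these 6 genes. With T/S/Z, the largest rises were those of Cxcl2 (7.55, SE 0.30), Ccl4 (6.88, SE 0.13) and Ccl3 (6.59, SE 0.096), and the largest falls those of Bmf (-3.64, SE 0.12), Engase (-3.63, SE 0.13) and Arrdc3 (-3.62, SE 0.077), with limma adjusted p of 6.24e-07 or lower. All of these genes moved the same way in 4 of 4 pairs. Across genes, the effects of T/5z and T/S/Z correlated with r = 0.833 (Spearman rho 0.823, 10524 genes, which are not independent replicates). Both effects share the DMSO libraries, and unchanged groups simulated against those libraries gave a mean r of 0.503 (0.431 to 0.54). These simulated effects are noise alone, for which the shared libraries fix such an r in advance. The real effects had SDs of 0.72 (T/5z) and 0.76 (T/S/Z) across genes, while Nec-1s alone had 0.091. The simulated r is therefore not a baseline for 0.833.

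Nec-1s was added to each stimulus to find the genes whose change required RIPK1 kinase activity. In microglia, T/5z/N differed from T/5z in 754 genes, 278 higher and 476 lower, and T/S/Z/N differed from T/S/Z in 1270 genes, 563 higher and 707 lower. The share of higher genes was 44.3% after T/S/Z, and 28.9% after centring and 21.2% with 5 added before the log. After T/5z it was 36.9%, and 25.5% with 5 added. The largest falls with Nec-1s after T/5z were those of Cxcl3 (-3.07, SE 0.087), Cxcl1 (-2.88, SE 0.12) and Cxcl2 (-2.80, SE 0.07), and the largest rises those of Cxcr4 (2.03, SE 0.082), Bmf (1.63, SE 0.08) and Tlr9 (1.56, SE 0.079), with limma adjusted p of 4.28e-06 or lower. After T/S/Z, Ccl4 (-5.56, SE 0.16), Ccl3 (-5.34, SE 0.19) and Egr2 (-5.14, SE 0.14) fell the most, with limma adjusted p of 1.77e-06 or lower. The largest rises there were those of Bmf (2.58, SE 0.11, adjusted p 4.48e-06), Gm9762 (1.77, SE 0.32, adjusted p 0.00227) and Sesn1 (1.74, SE 0.14, adjusted p 6.09e-05). Gm9762 is a processed pseudogene and uncertain, and it did not pass with ordinary per-gene variance (adjusted p 0.0754). All of these genes moved the same way in 4 of 4 pairs.

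**Figure D3:**
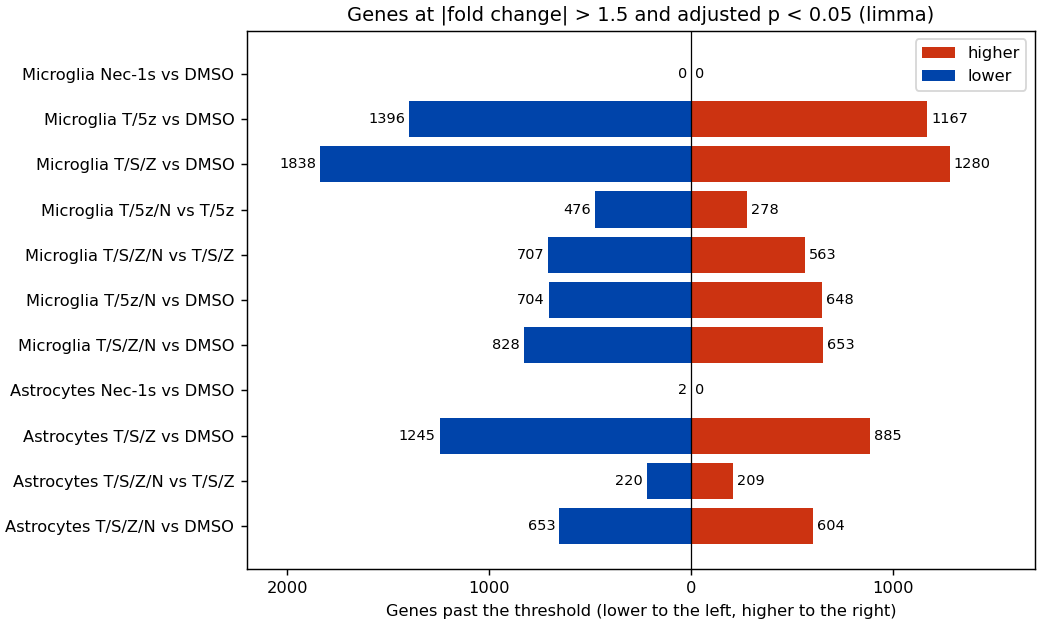
Number of genes past a fold change of 1.5 and an adjusted p of 0.05 (x axis, lower to the left and higher to the right) for each comparison of groups (y axis), with 10524 genes tested in microglia and 13842 in astrocytes. Nec-1s alone changed 0 genes in microglia and 2 in astrocytes, against 754, 1270 and 429 when it was added to a stimulus.

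With an adjusted p under 0.05 and the fold-change minimum of 1.5 in both contrasts, 640 of the 2563 genes changed by T/5z in microglia (24.97%) were RIPK1-dependent, 396 raised and 244 lowered by the stimulus. For T/S/Z the number was 977 of 3118 (31.3%), 521 raised and 456 lowered. The T/5z number was 158 with a fold-change minimum of 2 and 2086 with the minimum of 1.5 in the stimulus contrast alone, and the T/S/Z number was 253 and 2446. Simulations in which Nec-1s changed nothing gave a mean of 0.05 RIPK1-dependent genes for T/5z (0 to 1) and 0 for T/S/Z. The share of the log2 change that Nec-1s took back had a median of 40.4% (quartiles 24.5% and 57.0%) over the genes changed by T/5z and of 47.3% (23.8% and 68.5%) over those changed by T/S/Z.

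The response that remained under Nec-1s was counted against DMSO. T/5z/N differed from DMSO in 1352 genes, 648 higher and 704 lower, and T/S/Z/N in 1481 genes, 653 higher and 828 lower. The share of higher genes with T/5z/N was 47.9%, and 48.6% after quantile normalization. It was 57.0% with a mean log2 value of at least 3 and 53.8% with 5 added before the log. With T/S/Z/N it was 44.1%, and 54.6% and 53.1% under these last settings. Of the genes changed by T/5z, 1219 (47.6%) were retained with Nec-1s, and of those changed by T/S/Z, 1214 (38.9%). With 5 added before the log, the T/5z number was 765. Simulations in which Nec-1s restored the DMSO level gave means of 0 and 0.2 retained genes. The classes overlapped, since 330 genes for T/5z and 257 for T/S/Z were RIPK1-dependent and retained. The largest rises with T/5z/N against DMSO were those of Clec4e (4.93, SE 0.17), Acod1 (4.68, SE 0.15) and Ptges (4.66, SE 0.15), and the largest falls those of Tmem37 (-2.84, SE 0.081), Tifab (-2.74, SE 0.097) and Rgs2 (-2.60, SE 0.054). With T/S/Z/N against DMSO, Ptges (5.37, SE 0.13), Acod1 (4.89, SE 0.11) and Traf1 (4.75, SE 0.073) rose and Arhgap19 (-3.03, SE 0.091), Engase (-3.00, SE 0.09) and Hpgd (-2.97, SE 0.091) fell the most. Limma adjusted p was 8.43e-07 or lower for each of these 12 values, in 4 of 4 pairs. Acod1 passed the threshold in T/5z/N against T/5z and in T/5z/N against DMSO.

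**Figure D4:**
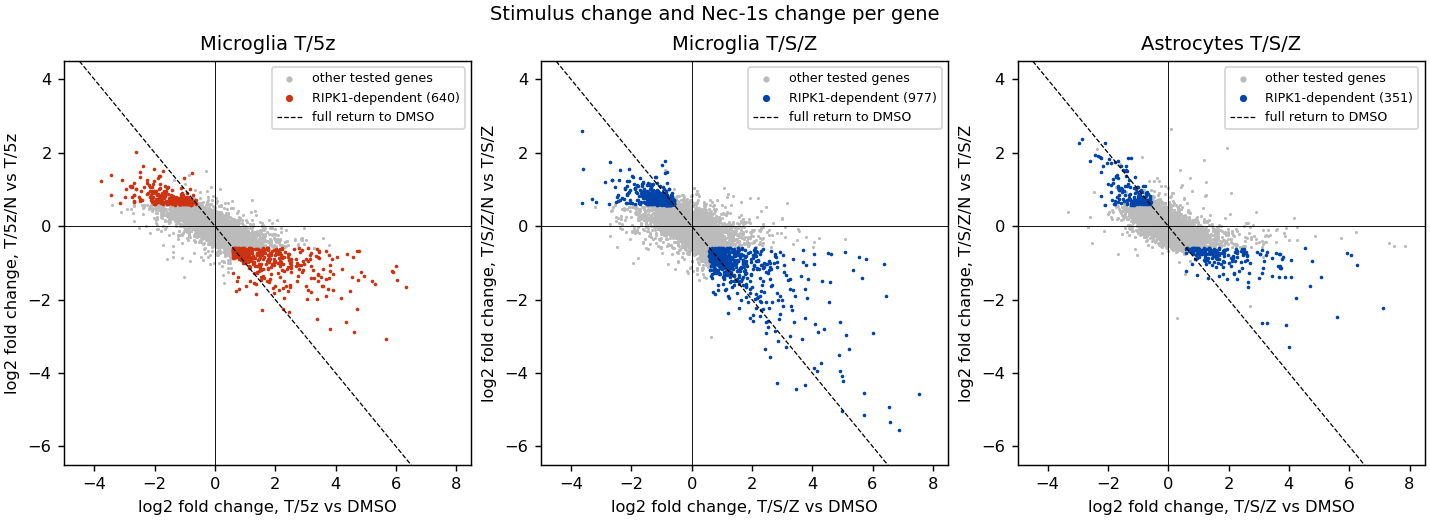
Log2 fold change of each tested gene with the stimulus (x axis) against its log2 fold change when Nec-1s was added to the stimulus (y axis), with the 640, 977 and 351 RIPK1-dependent genes coloured. Genes on the dashed line returned to the DMSO level, and the median share taken back was 40.4%, 47.3% and 33.2%.

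The RIPK1-dependent genes of the microglial stimuli were compared. T/5z and T/S/Z shared 313 of them in the same direction (208 raised and 105 lowered by both stimuli), where 59.4 were expected from the sizes of the sets (odds ratio 13.5, Fisher's exact test, 1-sided p 4.08e-167, 10524 genes). Another 2 genes were RIPK1-dependent in opposite directions, and the expected number and the test over 10524 genes took them in. The shared number was 74 with a fold-change minimum of 2 and 1254 with the minimum of 1.5 in the stimulus contrast alone. Among the 1888 genes changed by both stimuli in the same direction, a background chosen after the data were seen, 154.98 shared genes were expected (odds ratio 6.74, Fisher's exact test, 1-sided p 3.03e-67). The shared genes with the largest rises were Ptges, Acod1, Cxcl3, Clec4e, Bcl2a1a, Ifi205, Ccl2 and Cxcl1. Of these, Bcl2a1a and Ifi205 belong to families of near-identical genes and are uncertain. Across genes, the effects of Nec-1s after T/5z and after T/S/Z correlated with r = 0.63 (rho 0.614), and the effects of T/5z/N and T/S/Z/N against DMSO with r = 0.886 (rho 0.832). The latter share the DMSO libraries, and unchanged groups simulated against them gave a mean r of 0.502 (0.467 to 0.545). That value holds for noise alone. The real effects had SDs of 0.49 (T/5z/N) and 0.52 (T/S/Z/N) across genes, so it is not a baseline for 0.886.

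Whether Nec-1s acted differently after the microglial stimuli was tested as an interaction. Its effect differed for 681 genes, 397 of them with a higher value of the T/5z effect minus the T/S/Z effect and 284 with a lower one, and with 5 added before the log for 396 genes. The interaction passed for 137 of the 325 genes that were RIPK1-dependent with T/5z alone (42.2%), for 223 of the 662 with T/S/Z alone (33.7%) and for 50 of the 315 with both stimuli (15.9%). For the remaining genes a difference between the stimuli was not shown. Of the genes that the study names, Ccl4 (3.92, SE 0.26, limma adjusted p 3.48e-07), Ccl3 (3.59, SE 0.27, 8.79e-07), Rgs1 (2.92, SE 0.32, 2.08e-05) and Cxcl2 (1.78, SE 0.42, 0.00768) had an interaction past the threshold, each with the larger fall after T/S/Z.

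In astrocytes, T/S/Z changed 2130 genes against DMSO, 885 higher and 1245 lower. The share of higher genes, 41.6%, was 52.1% after quantile normalization and 57.6% with 5 added before the log. The median log2 change over all tested genes was -0.11, so changes are relative to that shift. The largest rises were those of Ccl2 (7.86, SE 0.17), Cxcl10 (7.49, SE 0.096) and Ccl7 (7.32, SE 0.13), with limma adjusted p of 3.13e-07 or lower. The largest falls were those of Rps12l1, H19 (-2.96, SE 0.069, adjusted p 3.5e-07) and Col3a1 (-2.87, SE 0.08, adjusted p 8.69e-07). Rps12l1 fell by 3.32 (SE 1.03, limma adjusted p 0.0389) but is a processed pseudogene, and it did not pass without the replicate block (adjusted p 0.131), without replicate 1 (0.0526) or without replicate 2 (0.0927). T/S/Z/N differed from T/S/Z in 429 genes, 209 higher and 220 lower. This number rested on single libraries, with 274 genes without replicate 2 and 761 without replicate 3. Nec-1s raised Col3a1 (2.39, SE 0.079), H19 (2.27, SE 0.085) and Dcn (2.26, SE 0.093) the most, with limma adjusted p of 6.21e-05 or lower. Ccl3 (-3.29, SE 0.12), Il1b (-2.69, SE 0.11) and Il1a (-2.63, SE 0.099) fell the most, with limma adjusted p of 6.58e-05 or lower. Ccl3 after T/S/Z lay at 0.448% of its level in the microglial table, within the range of abundant microglial markers (0.177% to 3.43%). All genes named here moved alike in 3 of 3 pairs.

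T/S/Z/N differed from DMSO in 1257 astrocyte genes, 604 higher and 653 lower (48.1% higher, but 58.4% after quantile normalization and 70.5% with 5 added before the log), and 1048 of the 2130 genes changed by T/S/Z (49.2%) were retained. The largest rises were again those of Ccl2 (7.32, SE 0.19), Cxcl10 (6.94, SE 0.062) and Ccl7 (6.86, SE 0.12), and the largest falls those of Fam180a (-2.35, SE 0.11), Gm10297 (-2.28, SE 0.28) and Gm9797 (-2.23, SE 0.16), with limma adjusted p of 0.00275 or lower and 3 of 3 pairs. Gm10297 and Gm9797 are processed pseudogenes and uncertain. RIPK1-dependent genes numbered 351 (16.5%), 196 of them raised by T/S/Z and the others lowered, and 222 without replicate 2. With ordinary per-gene variance, 1 gene remained. Of the 351 genes, 156 were also retained. The median share of the change taken back was 33.2% (quartiles 15.9% and 52.2%). Simulations gave means of 0 RIPK1-dependent and 0.1 retained genes.

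The RIPK1-dependent genes of T/S/Z were compared between cell types. Among the 9920 symbols tested in both tables, 903 were RIPK1-dependent in microglia and 213 in astrocytes, and 74 were shared in the same direction, 68 raised and 6 lowered, where 19.4 were expected (odds ratio 6.08, Fisher's exact test, 1-sided p 4.75e-28). Another 3 moved in opposite directions, and the expected number and the test over 9920 symbols took them in. A fold-change minimum of 2 gave 21 shared genes and the minimum of 1.5 in the stimulus contrast alone 163. Among the 577 symbols that T/S/Z changed in the same direction in both cell types, a background chosen after the data were seen, 49.2 shared genes were expected (odds ratio 3.01, Fisher's exact test, 1-sided p 1.73e-07). The shared genes with the largest rises were Cxcl2, Cxcl1, Acod1, Ccl3, Ch25h, Nfkbia, Pdgfb and Lif. For 9 of the 68 shared raised genes, Ccl3 among them, the astrocyte level after T/S/Z was at or below 3.43% of the microglial level, the highest share among abundant microglial markers. Across genes, the T/S/Z effects correlated with r = 0.468 (rho 0.372) between cell types and the Nec-1s effects with r = 0.225 (rho 0.127).

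NF-kB targets, interferon-stimulated genes and cholesterol biosynthesis genes were tested as sets, since the study discusses these pathways. The NF-kB targets rose by a mean of 2.52 with T/5z and 2.58 with T/S/Z in microglia and 2.97 with T/S/Z in astrocytes, with 30 of 30 genes higher each time (camera, adjusted p 3.1e-17, 5.62e-17 and 1.47e-34). With Nec-1s added they fell by 0.85 (adjusted p 7.63e-16, 28 of 30 genes lower), 0.86 (1.87e-07, 26 of 30) and 0.46 (2.95e-12, 26 of 30). With 5 added before the log, the rise with T/5z was 2.18. Interferon-stimulated genes rose by 0.45 with T/5z in microglia (adjusted p 0.000593, 23 of 30 genes) and by 1.84 with T/S/Z in astrocytes (1.19e-25, 28 of 28). Their mean change with T/S/Z in microglia was 0.053 (adjusted p 0.626) and -0.0062 after quantile normalization. With Nec-1s added, it fell by 0.14 after T/5z (adjusted p 0.0118, lower in 2 of 4 pairs, and 0.114 without replicate 3) and by 0.50 in astrocytes (2.32e-16, 28 of 28 genes lower), and was 0.0076 after T/S/Z in microglia (0.834). Cholesterol biosynthesis genes rose by 0.58 with T/5z (adjusted p 2.68e-05, 19 of 23 genes) and 0.53 with T/S/Z (0.000284, 17 of 23) in microglia, and their change in astrocytes was -0.024 (0.458). With Nec-1s added, they fell by 0.20 after T/5z (adjusted p 0.000479, 16 of 23 genes lower), fell by 0.083 after T/S/Z (0.152, and 0.0349 without replicate 4) and rose by 0.23 in astrocytes (4.77e-05, 21 of 24 genes). The means of sets with an adjusted p under 0.05 moved in the stated direction in every replicate pair except for the interferon-stimulated genes after T/5z/N. Under fry, 2 of these calls were lost, interferon-stimulated genes after T/5z/N (adjusted p 0.284) and cholesterol biosynthesis with Nec-1s in astrocytes (0.0712). Under an estimated correlation between genes no set passed, and the lowest adjusted p was 0.0763.

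The study's text names 15 of these genes, among them genes it reported from these samples, so counts over that list are not independent evidence. With T/S/Z, 12 of the 15 passed in microglia and 14 in astrocytes, and with T/5z 11 passed. With Nec-1s added, 12 passed after each microglial stimulus and 9 in astrocytes. The counts adjusted over the list alone were the same as over all genes tested. In microglia, Ccl2 fell with Nec-1s by 2.24 after T/5z (SE 0.094, limma adjusted p 1.84e-06) and by 3.34 after T/S/Z (SE 0.38, 0.000262), in 4 of 4 pairs. In astrocytes it fell by 0.54 after T/S/Z (SE 0.098, limma adjusted p 0.0239, 3 of 3 pairs), under the fold-change minimum. Astrocyte Ccl2 was also lower with Nec-1s alone (3.17, 3.37 and 3.26) than with DMSO (3.76, 3.54 and 4.56), in 3 of 3 pairs. No gene of the list passed the threshold in that comparison. Cxcl1 fell with Nec-1s by 4.22 after T/S/Z in microglia (SE 0.31, limma adjusted p 3.6e-05, 4 of 4 pairs) and by 2.22 in astrocytes (SE 0.079, 4e-05, 3 of 3). Rgs1 was 0.27 higher with T/5z (SE 0.18, limma adjusted p 0.234) and 2.84 higher with T/S/Z (SE 0.23, 2.14e-05), and with Nec-1s it lay below DMSO in microglia, by -1.07 after T/5z (SE 0.12, 0.000194) and by -1.42 after T/S/Z (SE 0.084, 1.19e-05).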

Values the study reported

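The study counted more than 300 microglial genes that changed in a RIPK1-kinase-dependent way after T/5z or T/S/Z. Between microglia and astrocytes, the study found that 87 such genes overlapped. Chemokine and cytokine genes made up most of the shared list that the study drew up at a fold change above 2.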

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

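The test of the distance between the stimuli, the check of the oppositely moved genes after quantile normalization and the check of astrocyte markers in microglia were chosen only after the results they bear on had been seen. All of the values below come from the libraries in which the patterns were found.

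The effect of Nec-1s differed between T/5z and T/S/Z for 681 microglial genes by the interaction test (limma, 4 libraries per group). Of the 35 splits of the libraries, 1 (the real one) gave as many genes, and the highest count in any other split was 1. Several technical explanations were weighed. An adjustment that only adds an amount per gene and replicate would not enter a comparison within replicates, but the equal means do not show that the authors' adjustment was of that kind, so it stays open. Leaving out each replicate in turn gave 579 to 724 genes (579 without replicate 4). Centring each library on its median gave 685 genes, quantile normalization 621, and leaving out the replicate block 689. The last of these is a weak check, since the authors' adjustment had already made the replicate means equal. With the trend on exon length removed from each library, 667 genes passed, 629 of them among the 681, which argues against gene length bias as the whole cause. The 10 most abundant genes took 16.96% to 20.001% of the summed FPKM in all 24 microglial libraries. The mean share of mitochondrial genes did differ, at 1.25% ± 0.14 with T/S/Z and 0.77% ± 0.078 with T/S/Z/N. With T/5z and T/5z/N it was 0.89% ± 0.25 and 0.87% ± 0.24. The study reported death of microglia with both stimuli, reduced by Nec-1s. Cell death was not tested as a source of these genes or of the RIPK1-dependent counts, and it stays open. Depth is unknown for replicates 1 to 3, so a difference in depth between the treatments stays open. The labels name no batch within the table. As a hypothesis, Nec-1s may bring the cells towards a common state, so that genes on which T/5z and T/S/Z differ would differ in the effect of Nec-1s. Of the 681 genes, 600 (88.1%) lay further apart between the stimuli without Nec-1s than with it, with a median distance of 0.90 without and 0.26 with Nec-1s on the log2 scale. These genes were chosen for the difference, which favours such a value, and a separate action of RIPK1 kinase under each stimulus stays open and untested.

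T/S/Z moved 75 genes past the threshold in opposite directions in microglia and astrocytes, in every replicate pair of each cell type, 38 of them higher in microglia and 37 higher in astrocytes. If the changes in the cell types were independent, 178 genes would be expected. The difference between the cell types itself was not tested, since the tables came from different providers. Provider, library protocol and cell type were confounded, so a difference between the providers and a difference between the cell types cannot be told apart for these genes. After quantile normalization within each table, 54 of the 75 genes still passed in opposite directions, which argues against the authors' normalization as the whole cause and leaves it open for the other genes. RNA of astrocytes in the microglial cultures was tested with 12 astrocyte markers. Of these, 1 (Glul) was expressed by microglia, at 112% of its astrocyte level with DMSO, and was left out. The other 11 all rose as a share of the astrocyte level, from a median of 0.349% with DMSO to 1.17% with T/S/Z (0.311% to 3.18%), and the median was 0.277% with T/S/Z/N. Of the 38 genes raised in microglia, Gja1 is itself 1 of these markers and was not tested against them. For 35 of the other 37 genes, the level with T/S/Z was above all of these shares, at 6.42% of the astrocyte level or higher (median 332%), which argues against carried-over astrocyte RNA. For the other 2 genes, mt-Co2 and Ptn, it was 2.30% or lower. A larger share of astrocyte RNA after T/S/Z may account for the rise of Ptn. mt-Co2 is a mitochondrial gene. Mitochondrial genes together rose in microglia from 0.74% ± 0.24 of the summed FPKM with DMSO to 1.25% ± 0.14 with T/S/Z. Among them mt-Atp8, at 315% of the astrocyte level, rose as well. Carried-over RNA was therefore not shown as the source for mt-Co2. For the 37 genes higher in astrocytes, microglial RNA was not tested gene by gene. The median share of microglial markers in astrocytes was 0.792% with DMSO and 0.449% with T/S/Z, the opposite of what a rise from microglial RNA would need. A difference between the cell types stays among the open explanations.

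The Ripk1 value of 5.11 in replicate 3 of microglia with Nec-1s alone lay apart from the other 3 libraries of its group, at 5.21 to 5.22. It was the only library far from the rest of its group among 90 groups tested, where 4.5 would be expected by chance. Replicate 3 also had the lowest Ripk1 value with DMSO (5.14, the other libraries at 5.21 to 5.25). It had the highest value with T/5z/N (5.01), T/S/Z (5.02) and T/S/Z/N (5.04). The authors' adjustment made the mean over the treatments equal between replicates, so low and high values within replicate 3 offset each other by construction. The high values are therefore not further evidence of a deviation. A pattern of the whole replicate stays open. Nothing else was tested for the value of 5.11, and no biological explanation was tested.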

How the results depend on the processing

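The scaling and replicate alternatives for the levels of Ripk1, Ripk3 and Mlkl were chosen after seeing the data. Counts below follow the order of the report, and a count is treated as changed when it moved by more than 1.5 times. Of 20 counts of genes, 0 kept within that range in all of their alternatives, and 66 of 272 alternative counts left it. Of 18 gene-set results, 12 kept their direction and their side of the threshold under the alternatives named in the methods, fry among them. Under camera with an estimated correlation between genes, which is not counted there, no set passed (lowest adjusted p 0.0763). Of the 133 values of single genes named in the report, 100 kept both under all alternatives in which the gene was tested, 50 of 1638 alternative values fell short of the threshold (31 with ordinary per-gene variance and 8 with 5 added before the log), and 0 reversed. With the stricter filter 86 of these values were tested. Among levels, 1 of 33 moved, the microglial Ripk1 level with quantile normalization (5.25).

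The filter on a mean log2 value of at least 3, which tests fewer genes, gave 1463, 1705, 385, 628, 851, 915 and 426 genes in microglia for T/5z, T/S/Z, T/5z/N against T/5z, T/S/Z/N against T/S/Z, T/5z/N and T/S/Z/N against DMSO, and the interaction. In astrocytes it gave 10, 1094, 225 and 639 for Nec-1s, T/S/Z, T/S/Z/N against T/S/Z and T/S/Z/N against DMSO. RIPK1-dependent and retained genes numbered 346 and 779 for T/5z, 503 and 777 for T/S/Z in microglia, and 192 and 538 in astrocytes, with 161 shared by the stimuli and 23 by the cell types. Adding 5 instead of 1 before the log shrinks the fold change of genes with low values. The same counts were then 1484, 1633, 314, 514, 809, 861 and 396 in microglia, 0, 985, 180 and 542 in astrocytes, 284 and 765, 405 and 743, and 154 and 472 for RIPK1-dependent and retained genes, and 137 and 41 for shared genes. All of the 346 and 503 microglial RIPK1-dependent genes under the stricter filter, and all of the 284 and 405 with 5 added, were among the 640 and 977, as were 187 of 192 and 153 of 154 in astrocytes among the 351.

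Ordinary per-gene variance with 3 libraries per group left 281, 3 and 50 astrocyte genes for T/S/Z, T/S/Z/N against T/S/Z and T/S/Z/N against DMSO, 0 for Nec-1s, 1 RIPK1-dependent and 20 retained genes, and 1 gene shared by the cell types. No microglial count moved beyond the range. An unadjusted p gave 15 genes for Nec-1s alone in microglia and 43 in astrocytes, a less strict threshold by construction. RIPK1-dependent genes with a fold-change minimum of 2 numbered 158, 253 and 87, with 74 and 21 shared. With the fold-change minimum in the stimulus contrast alone they numbered 2086, 2446 and 671, with 1254 and 163 shared. Without the filter on low values, 0 genes passed for Nec-1s in astrocytes; the cause was not tested. Taking the Nec-1s effect net of Nec-1s alone, fitting all groups together, centring and quantile normalization left every count they were run on within 1.5 times.

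The split of directions moved with several settings. Centring each library on its median raised the share of higher genes in microglia from 45.5% to 53.6% with T/5z and from 41.1% to 52.7% with T/S/Z and lowered it for T/S/Z/N against T/S/Z from 44.3% to 28.9%. Quantile normalization raised it in astrocytes from 41.6% to 52.1% for T/S/Z and from 48.1% to 58.4% for T/S/Z/N against DMSO. With 5 added before the log, the share was 51.8% for T/5z, 54.1% for T/S/Z, 25.5% for T/5z/N against T/5z (36.9% in the report) and 21.2% for T/S/Z/N against T/S/Z in microglia, and 57.6% for T/S/Z and 70.5% for T/S/Z/N against DMSO in astrocytes. With the stricter filter it was 52.4% for T/5z and 52.3% for T/S/Z in microglia. Against DMSO it was 57.0% for T/5z/N (47.9% in the report) and 54.6% for T/S/Z/N (44.1% in the report). With 5 added, the shares for T/5z/N and T/S/Z/N against DMSO in microglia were 53.8% and 53.1%. Ordinary per-gene variance, with far fewer genes, gave 63.0% for T/S/Z, 33.3% for T/S/Z/N against T/S/Z (48.7% in the report) and 64.0% for T/S/Z/N against DMSO in astrocytes. The library medians with T/S/Z lay below DMSO by -0.098 in microglia and -0.056 in astrocytes on the log2 scale. Of the RIPK1-dependent genes, 585, 794 and 342 were the same genes after centring, and 567, 714 and 317 after quantile normalization.

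Whether the replicate numbers pair the libraries was checked by the correlation of residuals. In astrocytes, the 12 pairs of libraries with the same number had r from -0.112 to 0.561 (median 0.0179, 4 pairs over 0.1, 8526 genes). In microglia, 28 pairs had r from -0.601 to 0.531 (median -0.228, 6 pairs over 0.1, 6273 genes). The adjustment makes the deviations of a replicate sum to nearly 0 over the treatments, which lowers r on average but does not fix each value. The 4 pairs of DMSO with Nec-1s were positive (0.351 to 0.531), and the 16 pairs of DMSO with T/5z, T/S/Z, T/5z/N or T/S/Z/N were negative (-0.601 to -0.0624). In astrocytes the numbers are not shown to pair the libraries, since not all pairs were over 0.1. In microglia the check cannot decide, since the adjustment itself lowers r. The block was kept because the study's comparison was paired. With no replicate block, microglial counts were 2566, 3119, 748, 1267, 1352, 1482 and 689, and astrocyte counts were 0 for Nec-1s, 2097, 419 and 1264. For microglia this is a weak check, since the adjustment had already made the replicate means equal. RIPK1-dependent genes numbered 638, 976 and 342, with 313 and 74 shared. Gm10297 (limma adjusted p 0.159), Rps27 (0.23) and Rps12l1 (0.131) no longer passed, and their adjusted p over the alternatives, the unadjusted threshold left out, ran from 3.37e-05 to 0.947, from 3.05e-06 to 0.947 and from 0.0334 to 0.358; the cause was not tested. No gene-set call changed.

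Leaving out a replicate reduces the libraries per group by 1. Counts ran from 0 to 1 for Nec-1s in microglia (1 without replicate 4) and from 0 to 16 in astrocytes (16, 0 and 6 without replicates 1, 2 and 3). For T/S/Z/N against T/S/Z in astrocytes they ran from 274 to 761 genes (322, 274 and 761), and for RIPK1-dependent genes from 222 to 513 (251, 222 and 513), of which 235, 211 and 325 were among the 351. Other ranges were 2514 to 2634 for T/5z and 2930 to 3199 for T/S/Z in microglia, 601 to 728 and 913 to 1042 for RIPK1-dependent genes, 290 to 324 for those shared by the stimuli and 52 to 85 for those shared by the cell types. Rps12l1 in astrocytes with T/S/Z no longer passed without replicate 1 (limma adjusted p 0.0526) or 2 (0.0927), and Gm10297 and Rps27 with Nec-1s alone no longer passed without replicate 2 (0.0558 for both). The cause was not tested.

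Among gene sets, fry gave no call for interferon-stimulated genes in T/5z/N against T/5z (-0.14, adjusted p 0.284, and 0.000483 to 0.284 over the alternatives) or cholesterol biosynthesis in T/S/Z/N against T/S/Z in astrocytes (0.23, adjusted p 0.0712, and 1.36e-07 to 0.0712). Without single replicates, interferon-stimulated genes in T/5z/N ran from -0.198 to -0.0667 and fell short without replicate 3 (-0.0667, adjusted p 0.114) and without replicate 4 (-0.105, 0.0682). In T/S/Z/N in microglia they ran from -0.00676 to 0.0301, with the direction reversed without replicate 3 (-0.000161, 0.744) and 4 (-0.00676, 0.693; 0.284 to 0.939 over the alternatives). With T/S/Z they reversed under quantile normalization (-0.00616, adjusted p 0.82; 0.425 to 0.932). Cholesterol biosynthesis in T/S/Z/N in microglia ran from -0.122 to -0.0533 and passed without replicate 4 (-0.122, 0.0349; 0.0349 to 0.339). With T/S/Z in astrocytes it ran from -0.0462 to 0.00797 and reversed without replicate 3 (0.00797, 0.302; 0.302 to 0.945). The cause was not tested.

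Depth limits genes with low values. In astrocytes 1 read at the exon length of a gene sets the step between low values, and in replicates 1 to 3 of microglia the depth is unknown, so the precision of low values there is unknown as well.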

Other observations

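The split of the contamination test into parts, the list of fibroblast markers and the fibroblast test were chosen only after the results they bear on had been seen. All of the hypotheses here were tested on the libraries that raised them.

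With a fold-change minimum of 2 and an unadjusted p under 0.05, 338 genes were RIPK1-dependent with either microglial stimulus and 74 with both. The study compared the stimuli at the same fold-change and p cutoffs. Whether it required that fold change in the contrast with Nec-1s as well is not stated for these cells. With the fold-change minimum of 1.5 used in the report, and the unadjusted p kept, 1306 genes were RIPK1-dependent with either stimulus. That is higher than the number quoted from the study above, which goes with the larger fold-change minimum.

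Other splits of the libraries were counted for each fit across genes. In microglia, 1 of the 35 splits, the real one, gave as many genes for T/5z, T/S/Z, T/5z/N against T/5z, T/S/Z/N against T/S/Z, T/5z/N and T/S/Z/N against DMSO, and for RIPK1-dependent and retained genes of T/5z and of T/S/Z. For Nec-1s alone, 35 of 35 splits gave at least the 0 genes of the real split, and the highest count was 39. In 3 of the 35 splits of each comparison the replicates stayed whole within groups, and these were fitted without the block. In astrocytes, 1 of the 10 splits, the real one, gave as many genes for each comparison and set of genes except Nec-1s alone, where 3 of 10 gave at least 2 genes and the highest other count was 13. A share under 0.1 is out of reach with 10 splits, so chance is not excluded there by this count. For genes shared by the stimuli and for genes shared by the cell types, 1 of 100 splits, the real one, gave as many. For NF-kB targets it was 1 of 35 in all 4 microglial comparisons and 1 of 10 in both astrocyte comparisons. For interferon-stimulated genes it was 1 of 35 with T/5z, 8 of 35 with T/S/Z, 9 of 35 with T/5z/N against T/5z, 27 of 35 with T/S/Z/N against T/S/Z, and 1 of 10 in both astrocyte comparisons. For cholesterol biosynthesis it was 1 of 35 with T/5z, T/S/Z and T/5z/N, 3 of 35 with T/S/Z/N, 6 of 10 with T/S/Z in astrocytes and 1 of 10 with T/S/Z/N there. The fall of interferon-stimulated genes with T/5z/N, which passed by camera, was thus no larger than in 8 other splits.

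Gene length was tested as a source of the RIPK1-dependent counts. With the trend on exon length removed from each library, the counts were 665 for T/5z and 918 for T/S/Z in microglia and 358 in astrocytes, and 582, 791 and 319 of these were among the genes of the report. This argues against length bias as the whole cause and leaves it open for the genes that changed.

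Genes raised by a stimulus differed in how far Nec-1s brought them back. The simplest explanations were that Nec-1s took the same log2 share from every gene, or that a fixed share of the cells was not reached by Nec-1s. Among the 177, 195 and 145 genes raised over 4-fold by T/5z and T/S/Z in microglia and by T/S/Z in astrocytes, 55.9%, 80.5% and 58.6% deviated from a common log2 share, and 72.3%, 82.1% and 55.9% from a fixed share of cells. With a deviation of more than 1.5-fold required as well, 22%, 58.5% and 28.3% deviated from the common log2 share. Data simulated with a common share gave 0% in each case. Both explanations are argued against as the whole cause, and gene-specific dependence on RIPK1 kinase, or different timing of the genes, may account for the difference but was not tested.

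T/S/Z raised chemokines and cytokines of myeloid cells in the astrocyte table, and microglia left in the astrocyte cultures were tested as a source. The lists held 18 microglial markers, 17 of them present in both tables, and 5 myeloid chemokines and cytokines, 3 of which (Ccl3, Ccl4 and Il1b) are among the genes the study names and 1 (Tnf) among the NF-kB targets. The microglial markers lay at a median of 0.792% of their microglial level with DMSO, 0.449% with T/S/Z and 0.732% with T/S/Z/N, and the 16 with at least 100 FPKM in microglia at 0.177% to 3.43% with T/S/Z (median 0.446%). Any marker that astrocytes express themselves would raise the upper end of this range. The myeloid list had a median of 0.897% with T/S/Z (0.418% to 14.1%). Ccl4 (0.418%), Ccl3 (0.448%) and Tnf (0.897%) lay within the range of the markers, and residual microglia could account for their rise in astrocytes. Il1b (5.50%) and Il1a (14.1%) lay above it, which argues against residual microglia as the whole source if these carried the levels of the microglial cultures, and that level per cell is unknown. Of the 68 genes that were RIPK1-dependent and raised in both cell types, 59 lay above 3.43%, with a median of 103% over the 68. The opposite carry-over, of astrocyte RNA into the microglial cultures, was not tested for these genes. The share of astrocyte markers there rose from a median of 0.349% with DMSO to 1.17% with T/S/Z, and was 0.277% with T/S/Z/N. Such RNA stays open as a source of the microglial rise of genes far higher in astrocytes. Among these were Ptx3 (10300% of the microglial level), Lcn2 (4820%), Tnc (3640%) and Vgf (3430%).

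Col3a1, H19 and Dcn fell with T/S/Z in astrocytes and rose with Nec-1s added, and fewer fibroblast-like cells after T/S/Z were tested as a source. Over 10 fibroblast markers, all expressed in the astrocyte table, the change with T/S/Z ran from -2.45 (Col1a2) to 0.01 (Serping1), with a median of -0.89 and 9 lower, a range of 2.46. A loss of cells alone would lower them alike only if no other cells in the culture made them, which was not tested. Serping1 may also respond by itself. The range therefore cannot decide, and a loss of such cells stays open. A change within such cells, or in the astrocytes, stays open as well. For comparison, 12 astrocyte markers moved from -0.85 (Gja1) to 0.50 (Aqp4) and 8 of 9 oligodendrocyte lineage markers from -1.0 (Pdgfra) to 0.47 (Cspg4) with T/S/Z in astrocytes.

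In the microglial table, the mean of each gene over the treatments was equal between replicates 1 to 3 and replicate 4 within 6.67e-05, and negative values occurred in replicates 1 to 3 alone. The median absolute log2 change over the genes past the threshold was larger in replicate 4 than in the others for T/5z (1.04 against 0.89 to 0.94), T/S/Z (1.00 against 0.85 to 0.88) and T/S/Z/N against T/S/Z (0.89 against 0.72 to 0.81). For T/5z/N against T/5z it was smaller, 0.73 against 0.79 to 0.88.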
